# Altered lipid metabolism in the aging kidney identified by three layered omic analysis

**DOI:** 10.18632/aging.100900

**Published:** 2016-02-16

**Authors:** Fabian Braun, Markus M. Rinschen, Valerie Bartels, Peter Frommolt, Bianca Habermann, Jan H.J. Hoeijmakers, Björn Schumacher, Martijn E.T. Dollé, Roman-Ulrich Müller, Thomas Benzing, Bernhard Schermer, Christine E. Kurschat

**Keywords:** renal aging, gene expression profiling, microarray analysis, lipidomics, proteomics

## Abstract

Aging-associated diseases and their comorbidities affect the life of a constantly growing proportion of the population in developed countries. At the center of these comorbidities are changes of kidney structure and function as age-related chronic kidney disease predisposes to the development of cardiovascular diseases such as stroke, myocardial infarction or heart failure. To detect molecular mechanisms involved in kidney aging, we analyzed gene expression profiles of kidneys from adult and aged wild-type mice by transcriptomic, proteomic and targeted lipidomic methodologies. Interestingly, transcriptome and proteome analyses revealed differential expression of genes primarily involved in lipid metabolism and immune response. Additional lipidomic analyses uncovered significant age-related differences in the total amount of phosphatidylethanolamines, phosphatidylcholines and sphingomyelins as well as in subspecies of phosphatidylserines and ceramides with age. By integration of these datasets we identified Aldh1a1, a key enzyme in vitamin A metabolism specifically expressed in the medullary ascending limb, as one of the most prominent upregulated proteins in old kidneys. Moreover, ceramidase Asah1 was highly expressed in aged kidneys, consistent with a decrease in ceramide C16. In summary, our data suggest that changes in lipid metabolism are involved in the process of kidney aging and in the development of chronic kidney disease.

## INTRODUCTION

Developed countries face an enormous increase in the elderly population. Estimates predict an increase in life expectancy to 88 years for men and to 91 years for women aged 65 in 2030 [1]. With this change in demo-graphics comes the necessity to better understand the mechanisms of aging in different organs and associated diseases. Chronic kidney disease (CKD), as an example, has already become a major health and economic burden that will further increase in the future [1-4]. Renal aging involves cellular and structural changes within the kidney and has important implications for aging-associated comorbidities especially cardio-vascular disease. On the molecular level an increase of oxidative damage and its products as well as an increase in cyclin-dependent kinase (CDK) inhibitors such as p16, has been reported [2], leading to senescence especially in the cortical tubular system [4,5]. This contributes to a chronic inflammatory response with accumulating macrophages and lymphocytes in the interstitium [1-4]. Histopathological consequences are tubular damage with tubular atrophy and interstitial fibrosis. In addition, glomerulosclerosis is a hallmark of age-related kidney disease [1,2,4]. Macroscopically, aged kidneys develop cysts and a global loss in weight and mass while, functionally, these alterations lead to potassium retention and impairment of sodium and fluid balance. In addition, the response of erythropoietin to anemia and also vitamin D activation are reduced with age. These developments are worsened with underlying diseases such as diabetic nephropathy or cardiovascular disease [1,2,4,5]. Vice versa, CKD as a major contributor and risk factor aggravates cardiovascular disease [2,6]. However, the exact underlying molecular mechanisms for these changes remain largely unknown.

The aim of this study was to gain a better understanding of the mechanisms underlying renal aging by employing a three-layered omic strategy. We characterized age-related transcriptional changes comparing gene expression in kidneys of young and aged wild-type mice. Our results identified genes involved in lipid metabolism to be differentially expressed in aged kidneys. These findings were partially confirmed on the protein level. They are consistent with changes in lipidomic profiles suggesting dysregulated lipid metabolism as a pathogenic factor and potential target of future therapeutic strategies.

## RESULTS

### Mice develop a distinct kidney aging phenotype with up-regulation of kidney damage markers

Histological examination of 96 week old wild type (wt) C57BL6 mouse kidney tissue revealed renal cysts, dilated tubules and hypertrophic glomeruli as well as prominent basal membranes and dilated capillary loops in the renal cortex compared to 14 week old renal tissue (Fig. 1a). Aged kidneys also displayed protein cylinders in parts of the medulla. Analysis of glomerular size and diameter showed glomerular hypertrophy with increased glomerular tuft area and increased external diameter in aged glomeruli (Fig. 1b). We detected an increase of kidney damage markers such as fatty acid binding protein 1 (Fabp1), kidney injury molecule-1/hepatitis A virus cellular receptor 1, (Kim1/Havcr1) and neutrophil gelatinase-associated lipocalin*/*lipocalin 2 (Ngal/Lcn2) in old kidneys on the transcriptomic level (Fig. 1c). These data were confirmed by qPCR (Fig. 1d). 

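Kidney RNA of female mice on a mixed FVB/C57BL6 background was measured on Affymetrix Mouse Gene ST arrays, with 1 array per mouse, 4 mice at 14 weeks and 5 mice at 96 weeks. The methods name 5 mice at each age, and the 9 arrays labelled with an age were used. The mice were perfused and the kidneys were snap frozen. The authors processed the scans with the robust multi-array average and quantile normalization, and the deposited values are log2 expression values per probe set. Of 35557 probe sets, 21789 carried 1 gene symbol, 1621 carried several and 12147 had none in the annotation used here. Genes were taken from probe sets with 1 symbol, and the brightest probe set stood for a gene, which gave 19938 genes. Age groups were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method over all genes. No filter on dim genes was used, and the number of arrays limits the precision. Gene lists were fixed before the data were examined and tested with limma's camera, which compares a list with all other genes.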

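All 3 damage markers had higher values in every 96 week old kidney than in every 14 week old kidney. Fabp1, a carrier of fatty acids in the proximal tubule, rose by 1.80 on the log2 scale (standard error 0.23, adjusted p = 0.0048 from limma). Havcr1, the gene of Kim1, had a log2 fold change of 1.48 (standard error 0.55, adjusted p = 0.12 from limma). Lcn2, the gene of Ngal, had a log2 fold change of 1.58 (standard error 0.49, adjusted p = 0.079 from limma). In an exact two-sided permutation test, p was 0.0079 for Fabp1, 0.024 for Havcr1 and 0.016 for Lcn2. A wider list of 23 genes of tubular injury rose as a group (camera, adjusted p = 1.6e-07; adjusted p = 0.56 with an estimated correlation). Of these genes 7 were higher and none was lower at an adjusted p under 0.05 from limma, and 16 were higher and 1 was lower when adjusted over the list alone. Among them were Cst3, the gene of cystatin C (0.64), ceruloplasmin (Cp, 0.90) and vimentin (Vim, 0.93). Fabp1, whose rise on arrays the paper reports, is on the list as well, so the list is not independent of that report. Replicate 3 at 96 weeks held the highest Havcr1 (9.47) and Lcn2 (9.68) values, while the other 4 old kidneys reached 7.25 and 7.52. Without this kidney the log2 fold changes were 0.92 for Havcr1 (adjusted p = 0.022 from limma) and 1.08 for Lcn2 (adjusted p = 0.0091 from limma).

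**Figure D1:**
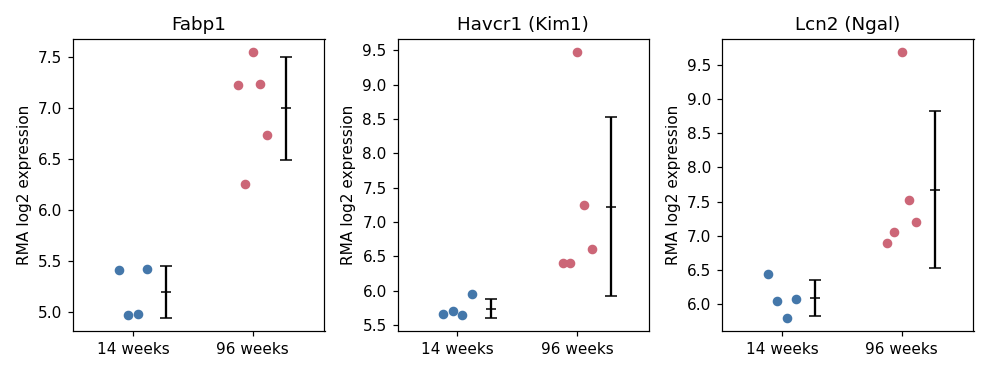
RMA log2 expression of Fabp1, Havcr1 and Lcn2 in the kidneys of 4 mice at 14 weeks and 5 mice at 96 weeks. Points are mice and the bar is the mean with 1 SD. In each panel all old kidneys lie above all young ones, and replicate 3 at 96 weeks stands apart for Havcr1 at 9.47 and for Lcn2 at 9.68.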

Increased Ngal/Lcn2 expression occurred primarily in the kidney medulla as shown by in situ hybridization (Fig. 1e) and could be detected on the protein level in immunoblots of whole kidney lysates (Fig. 1f).

**Figure 1:**
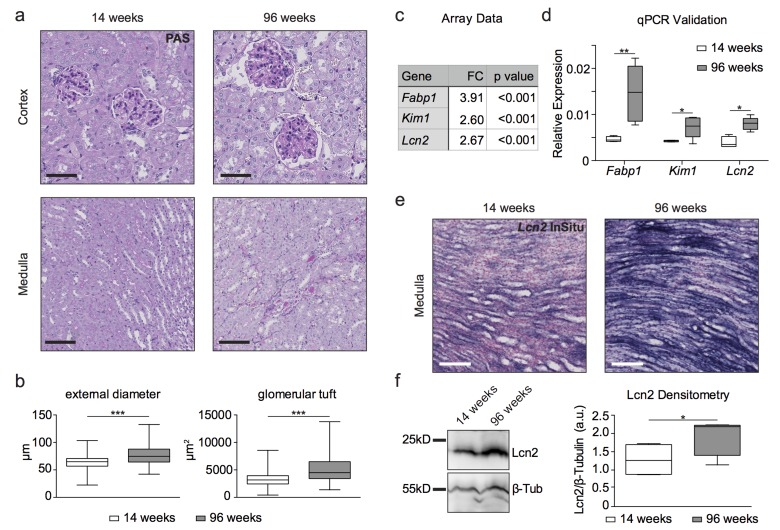
Histology, transcriptome analysis, western blot and in situ hybridization reveal a kidney aging phenotype **(a)** PAS staining of young and aged wildtype kidneys. Aged kidneys show cysts and hypertrophic glomeruli, prominent basal membranes and dilated capillary loops in the renal cortex as well as protein cylinders in parts of the medulla. Scale bars - upper panel: 50μm; lower panel: 100μm **(b)** Quantitative measurement of glomeruli by their external diameter and glomerular tuft area. Aged glomeruli show a hypertrophy compared to 14 week old glomeruli. **(c)** Table of fold change (FC) in kidney damage markers obtained from microarray analysis. **(d)** qPCR validation of array data for kidney damage markers. **(e)** In situ hybridization for Lcn2 (NGAL)-RNA on formalin-fixed paraffin-embedded kidney tissue. 96 week old kidneys show increased Lcn2 RNA levels in the papilla compared to young animals. Scale bar: 100μm **(f)** Immunoblot for Lcn2 shows a clear increase in protein content in 96 week old kidney lysates. β-tubulin was used as a loading control and for normalization of densitometry. Boxplots depict mean values with whiskers showing 5-95% percentile.*p<0.05, **p<0.01, ***p<0,001.

### Genes involved in lipid metabolism are differentially expressed in old wt kidneys

Using microarray analysis of total RNA from 14 and 96 week old kidney tissue we detected 25.528 annotated genes (www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM1921101).

Of these genes 420 were found to be differentially expressed between age groups with a clear age-specific clustering (Fig. 2a). 

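Of the genes that passed and whose groups did not overlap, Jchain had the largest rise and Slc22a30 the largest fall at 96 weeks. Jchain, which joins polymeric IgA and IgM, rose by 5.02 on the log2 scale (standard error 0.26, adjusted p = 4.5e-05 from limma). The IgA heavy chain gene Igha rose by 3.06 (standard error 0.31), and the macrophage lysozyme Lyz2 by 2.54 (standard error 0.35). Histidine decarboxylase (Hdc), the enzyme of histamine synthesis, rose by 1.49 (standard error 0.11), and the retinaldehyde dehydrogenase Aldh1a2 by 1.20 (standard error 0.082). Of the organic anion transporter family, Slc22a30 had a log2 fold change of -2.26 (standard error 0.19) and Slc22a26 of -2.07 (standard error 0.22). Slc22a13 of the same family was higher (0.63, standard error 0.12). The glucuronosyltransferase Ugt2b38 fell by 1.67 (standard error 0.22). For each of these genes the 2 groups of arrays did not overlap and the adjusted p from limma was under 0.05. At the paper's thresholds, at least 1.5-fold and an unadjusted p under 0.05, 319 genes passed in limma, 255 higher and 64 lower at 96 weeks. At an adjusted p under 0.05, 1339 genes passed, 860 higher and 479 lower (484 higher and 505 lower after a repeated quantile normalization), and the methods' t-test gave 257 and 367 genes at these 2 settings. On the 1000 genes with the highest variance, distances between the ages exceeded those within them (exact permutation test over all splits of the 9 arrays, one-sided, p = 0.024; 0.054 to 0.071 without each 14 week old array). In the average-linkage tree with 2 branches, replicate 4 at 96 weeks formed a branch alone, so that 4 arrays lay outside their age branch. Average linkage of 5000 or all unscaled genes also left 4 outside. Ward linkage, and average linkage of 5000 or all genes scaled to unit variance, chosen after seeing the data, left 0 outside. Average linkage of 1000 scaled genes, also chosen after seeing the data, left 4 outside.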

Fold changes were validated by qPCR analysis of 11 candidate genes (Fig. S1). We performed gene ontology (GO) analyses to better understand common pathophysiologic mechanisms. 

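Genes of retinoid handling, lipoproteins and mitochondrial fatty acid oxidation were among the lipid genes that rose at 96 weeks. Of 259 measured genes in 13 lipid lists, 12 passed the paper's thresholds (4.63%), against 1.56% of the other genes (Fisher's exact test, one-sided, p = 0.0010). Those higher were Fabp1, Aldh1a1, Aldh1a2, Apoe, Apob, Retsat, Hexa, Pltp, Etfb and Alox5ap, and those lower were Thrsp and Lpin1. Thrsp did not reach 1.5-fold (1.43-fold) without replicate 2 at 14 weeks, the array with the highest mean of adipocyte markers in its group, and Etfb, Hexa, Pltp, Alox5ap and Lpin1 each missed 1.5-fold in at least 1 other setting (down to 1.29-fold, for Lpin1 without replicates 3 and 4 at 96 weeks, chosen after seeing the data). Whether lipid genes exceeded the others at an adjusted p under 0.05 depended on the setting. They did by the methods' t-test (Fisher's exact test, one-sided, p = 0.022), after a repeated quantile normalization (0.019) and with the replicate block (3.5e-04). They also did after cyclic loess, chosen after seeing the data (0.011), but not with array weights (0.093) or a filter on dim genes (0.32). At an adjusted p under 0.05 from limma over all 9 arrays, 23 of the 259 genes passed (8.88%) against 6.69% of the others (Fisher's exact test, one-sided, p = 0.10). Of these, 22 were higher (8.49% against 4.26%; Fisher's exact test, one-sided, p = 0.0020) and 1 was lower (0.386% against 2.43%). Among genes at or above the 30th percentile of signal, 9.54% of 241 lipid genes passed against 8.66% (Fisher's exact test, one-sided, p = 0.35). Rises were concentrated in bright genes, and the excess of higher lipid genes was not tested against this background. Of 19 genes of mitochondrial fatty acid oxidation, 3 were higher and none was lower, and 7 were higher when adjusted over the list alone. They were the thiolase Acaa2 (log2 fold change 0.40), the electron carrier subunit Etfb (0.61) and the carnitine palmitoyltransferase Cpt2 (0.41). The list rose as a group (camera, adjusted p = 1.1e-04; adjusted p = 0.56 with an estimated correlation). Of 28 genes of retinoid metabolism, 4 were higher and none was lower, 7 when adjusted over the list alone, and the list itself did not pass (camera, adjusted p = 0.072), but did after a repeated quantile normalization (0.027), with the replicate number as a block (0.030), without replicate 4 at 14 weeks (0.041), without replicate 5 at 96 weeks (0.032) and after cyclic loess between arrays, chosen after seeing the data (0.035). Retsat, which saturates retinol, rose by 0.69 (adjusted p = 0.0057 from limma). Of 18 apolipoproteins and lipoprotein genes, 4 were higher and none was lower, and 5 were higher and 2 lower when adjusted over the list alone (camera, adjusted p = 0.13). Genes are not independent of each other, so that these p-values are too small.

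**Figure D2:**
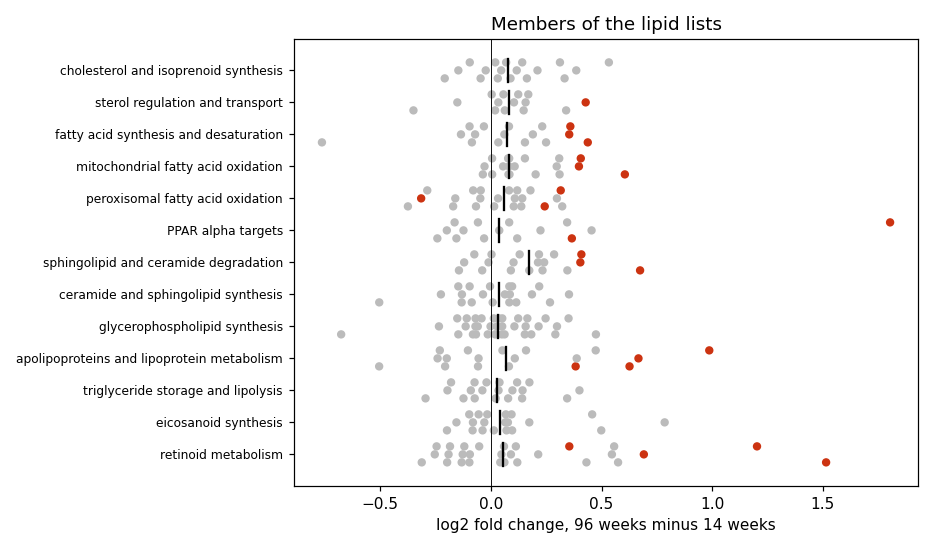
Log2 fold change (96 weeks minus 14 weeks) of every measured gene of the 13 lipid lists. Red points passed at an adjusted p under 0.05 from limma, grey points did not, and the black line is the list median. The medians lie between 0.03 and 0.17.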

A substantial number of genes differentially expressed in young versus old kidney tissue are related to lipid metabolism. In particular, genes involved in modifying sterol and lipid metabolism represent the most prominent cellular processes influenced by aging (Fig. 2b,c,). Additionally, differentially expressed genes were involved in cellular and immune responses in both GO and network analysis (Fig. 2b, Fig. S2).

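None of 18 measured genes of cholesterol and isoprenoid synthesis passed at an adjusted p under 0.05 from limma, and 2 were higher when adjusted over the list alone. These 2, Msmo1 and Ebp, act late in cholesterol synthesis and had log2 fold changes of 0.53 (adjusted p = 0.055 from limma) and 0.39 (adjusted p = 0.057 from limma). At an unadjusted p under 0.05, 5 genes of this list passed in limma, these 2 with Lss (0.21), Hmgcs1 (-0.15) and Mvk (-0.21), of which Hmgcs1 and Mvk were lower in every old kidney than in every young one, and 0 passed by the methods' t-test after adjustment. The list median was 0.08 and its shift did not pass (camera, adjusted p = 0.12), but it did without replicate 3 at 96 weeks (0.0032) and without replicates 3 and 4, an alternative chosen after seeing the data (camera, adjusted p = 0.020). Of 14 genes of sterol regulation and transport, only Npc2, which carries cholesterol out of the lysosome, was higher (log2 fold change 0.43, adjusted p = 0.025 from limma), also when adjusted over the list alone (camera, adjusted p = 0.074; 0.043 without replicate 2 at 14 weeks, 0.048 and 0.043 without replicates 1 or 3 at 96 weeks). Srebf1, which drives lipid synthesis, had a log2 fold change of 0.00 (standard error 0.068). Its value was the same, 6.754, in replicates 2, 3 and 4 at 14 weeks and replicates 3 and 5 at 96 weeks. Why these arrays shared 1 value was not tested. Of 16 genes of fatty acid synthesis and desaturation, Fads2, Acly and Elovl5 were higher and none was lower, and 4 were higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.11; 0.048 without replicate 2 at 14 weeks, 0.043 without replicate 3 and 0.027 without replicates 3 and 4 at 96 weeks). ATP citrate lyase (Acly), which makes cytosolic acetyl-CoA, rose by 0.44 (standard error 0.10, adjusted p = 0.036 from limma), whereas Fasn had a log2 fold change of 0.15 (adjusted p = 0.31 from limma). Of 22 genes of peroxisomal fatty acid oxidation 2 were higher (Acot8 and Decr2) and 1 was lower (Pecr), also when adjusted over the list alone (camera, adjusted p = 0.30; 0.049 without replicates 3 and 4 at 96 weeks). Replicate 2 at 14 weeks had the highest mean of the fatty acid synthesis genes in its group (0.102 against at most -0.078 in the others), and also of the adipocyte markers (0.589 against at most -0.048). From GO terms enriched among the differentially expressed genes, the paper concludes that sterol and lipid metabolism are the processes that aging influences most.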

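Genes of plasma cells, macrophages and antigen presentation were higher in old kidneys, by amounts that varied among the 5 mice. Of 26 macrophage and dendritic cell genes, 4 were higher and none was lower at an adjusted p under 0.05 from limma, 6 when adjusted over the list alone. They were Lyz2, Lyz1, Csf1r and Tyrobp, with log2 fold changes of 2.54, 1.23, 0.45 and 1.17. The list rose as a group (camera, adjusted p = 9.6e-08; adjusted p = 0.56 with an estimated correlation). Of 8 genes of MHC class II, H2-Aa (1.13) and H2-DMa (0.88) were higher, 5 when adjusted over the list alone (camera, adjusted p = 7.1e-04; adjusted p = 0.56 with an estimated correlation). Of 19 B cell and plasma cell genes 2 were higher, Jchain and Igha, and 6 when adjusted over the list alone (camera, adjusted p = 4.7e-05; adjusted p = 0.56 with an estimated correlation). The 21 genes of complement and acute phase (4 higher, 1 lower; 9 and 1 over the list alone) rose as a group as well (camera, adjusted p = 0.0033; adjusted p = 0.56 with an estimated correlation). Groups of 26 chemokine, cytokine and adhesion genes (camera, adjusted p = 8.7e-04; adjusted p = 0.56 with an estimated correlation) and of 21 T cell and NK cell genes (camera, adjusted p = 0.030; adjusted p = 0.75 with an estimated correlation) shifted upwards, with no single gene passing at an adjusted p under 0.05 from limma or when adjusted over the list alone, while 11 and 5 genes had an unadjusted p under 0.05 and 0 passed by the methods' t-test. The 34 interferon response genes did not pass (camera, adjusted p = 0.40), with 0 single genes in limma and 3 at an unadjusted p under 0.05. At the paper's thresholds 44 of 152 immune genes passed (28.9%) against 1.39% of the other genes (Fisher's exact test, one-sided, p = 3.8e-43), while at an adjusted p under 0.05 from limma 13 passed (8.55%) against 6.70% (Fisher's exact test, one-sided, p = 0.22). Of these 13, 12 were higher (7.89% against 4.29%; Fisher's exact test, one-sided, p = 0.032) and 1 was lower (0.658% against 2.42%). Among genes at or above the 30th percentile of signal, 11.0% of 118 immune genes passed against 8.66% (Fisher's exact test, one-sided, p = 0.22). The excess of higher immune genes was not tested against this background. Immune genes are not independent of each other either, so that these p-values from Fisher's test are too small. All 5 old kidneys lay above all young ones for macrophage genes, but only 3 of 5 did for T cell and NK cell genes. Without replicates 3 and 4 at 96 weeks, an alternative chosen after seeing the data, the T cell (adjusted p = 0.64) and chemokine (adjusted p = 0.054) lists no longer passed camera, nor did they with a filter on dim genes, and the T cell list was also lost with array weights, without replicate 2 at 14 weeks and without replicates 1 or 4 at 96 weeks. Without replicates 3 and 4, 12.5% of the immune genes passed the paper's thresholds.

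**Figure D3:**
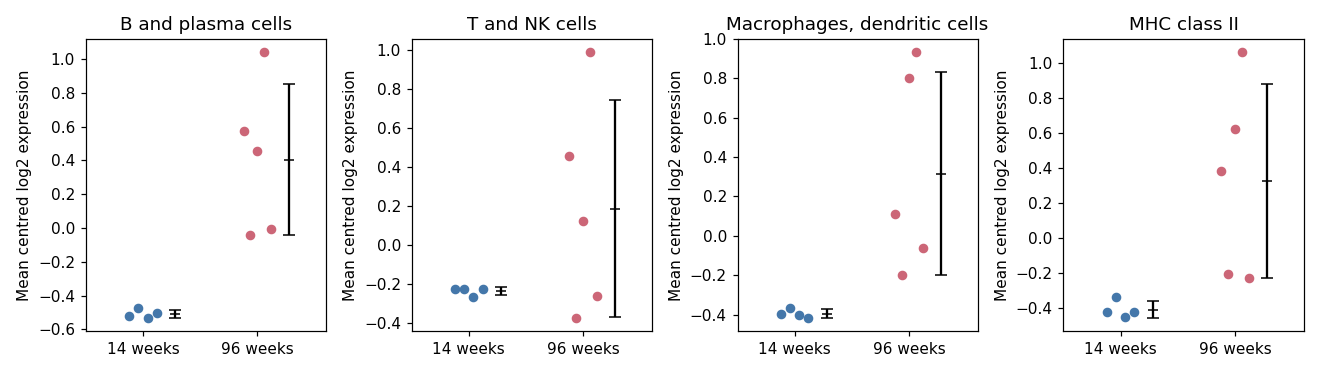
Mean expression of 4 immune gene lists in each kidney, as log2 values centred per gene over the 9 arrays. Points are mice (4 at 14 weeks, 5 at 96 weeks) and the bar is the mean with 1 SD. Young kidneys lie close together and old kidneys are spread, with replicate 4 at 96 weeks highest in all 4 lists.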

**Figure 2:**
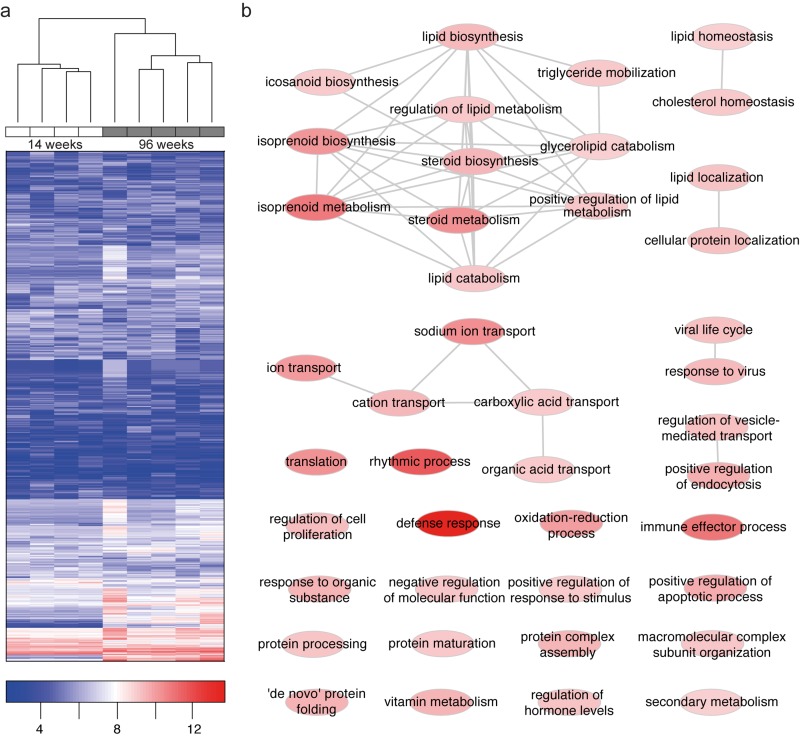
Microarray analysis reveals age-specific clustering and differentially expressed genes to be associated with lipid metabolism **(a)** Hierarchical clustering of 1000 genes with the strongest variation reveals age-specific clustering. Genes with low expression are depicted in blue color, genes with high expression in red color. **(b)** Gene ontology (GO) enrichment of differentially expressed genes (96W – 14W WT kidney). We observed a strong enrichment of lipid and lipoprotein metabolism, of immune system and defense response, of small ion transport and transmembrane transport in aged wild-type kidneys (see also Data Set 2). Nodes of GO terms are color-coded according to enrichment strength.

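Slc22a30, of the organic anion transporter family, had a log2 fold change of -2.26 at 96 weeks (adjusted p = 6.1e-04 from limma), while no gene of the ion transport list passed. Of 25 genes of sodium and ion transport none was higher or lower at an adjusted p under 0.05 from limma, and 1 was higher and 2 were lower when adjusted over the list alone (camera, adjusted p = 0.40). The potassium channel Kcnj1 and the sodium-proton exchanger Slc9a3 had log2 fold changes of -0.29 (adjusted p = 0.063 from limma) and -0.41 (adjusted p = 0.063 from limma), and Fxyd2, a subunit of the sodium pump, 0.27 (adjusted p = 0.055 from limma). At an unadjusted p under 0.05, 9 genes of the list passed in limma, and 0 passed by the methods' t-test after adjustment. The list was lower as a group after a repeated quantile normalization (camera, adjusted p = 0.017) and after cyclic loess between arrays, chosen after seeing the data (camera, adjusted p = 0.020). Of 19 organic anion and cation transport genes, 4 were lower and 1 was higher, and 6 were lower and 1 higher when adjusted over the list alone. This list did not pass (camera, adjusted p = 0.13), but did after cyclic loess (0.0091), a repeated quantile normalization (0.014), a filter on dim genes (0.026) and without replicate 2 at 96 weeks (0.035). The lower ones were Slc22a30, the amino acid transporters Slc7a13 (-0.87) and Slc7a12 (-0.26), and Slc17a1 (-0.20), and the higher one was Slc22a13 (0.63), of the same family as Slc22a30.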

### Proteomic analysis reveals alterations in proteins involved in lipid metabolism

We analyzed lysates of 14 week old kidneys and 96 week old kidneys by label-free quantitative mass spectrometry. More than 2000 proteins were detected and 1300 high-confidence proteins were quantified (Data Set 1). To indicate which protein functions were affected, we performed GO term analysis of the changed proteins as compared to the non-changed proteins. Among the 65 changed proteins, the most significantly enriched GO term was “cellular lipid metabolism” (−log (p) = 2.65), followed by “cellular amino acid metabolic process (−log (p) = 2.59) and lipid transport” (−log (p) = 2.48).

### Integration of proteomic and transcriptomic data

We correlated fold-changes detected by mass spectrometry analyses of 14 and 96 week old whole kidney lysates to all differentially expressed genes annotated in our microarray analysis (Data Set 1). After annotation to Gene ontology biologic processes (GOPBs), UniProt keywords and published gene sets, we performed a 2D GO enrichment analysis [7-9] (Fig. 3a). GOBPs for lipid metabolism are differentially regulated on both transcriptomic and lipidomic level. The published gene set for aged human kidneys by Rodwell et al. is also reflected by our mouse kidney data [2,5,7,10,11]. 

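Vimentin (Vim), an intermediate filament protein, had a log2 fold change of 0.93 on the arrays (adjusted p = 0.018 from limma) and a paper's value of 0.97 for its protein. Ndufa2, a subunit of complex I of the respiratory chain, was 0.59 higher on the arrays (adjusted p = 0.012 from limma), against a paper's value of -2.01 for its protein. Both were picked as examples after their values were seen. Protein differences come from the paper's Supplemental Table 1 and were matched to the arrays by gene symbol; they were measured in other mice, of C57BL6 background, while the array mice were mixed FVB/C57BL6. Of its 1298 proteins, 64 of them marked as significant by the paper, 1127 genes were matched. Of the 53 matched proteins with a mark, 31 moved in the direction of their transcript and 9 had a transcript that passed. Across the 1127 genes Pearson's r was 0.092 (permutation test, two-sided, p = 0.0028, adjusted p = 0.0056) and Spearman's rho was 0.071 (permutation test, two-sided, p = 0.017, adjusted p = 0.017), adjusted over both. Across the 231 genes at an adjusted p under 0.05 from limma r was 0.184, and across the 37 genes past the paper's thresholds 0.424. Genes are not independent replicates, so that these p-values are too small. Without replicate 3 at 96 weeks r was 0.055 (permutation test, p = 0.067).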

We observed a weak but significant correlation between mRNA transcription and corresponding protein abundance (r=0.111; p<0.0001, Fig. 3a), indicating that transcription may influence aging-associated differences in cellular protein abundance, although the effect of transcription appears to be small.

**Figure 3:**
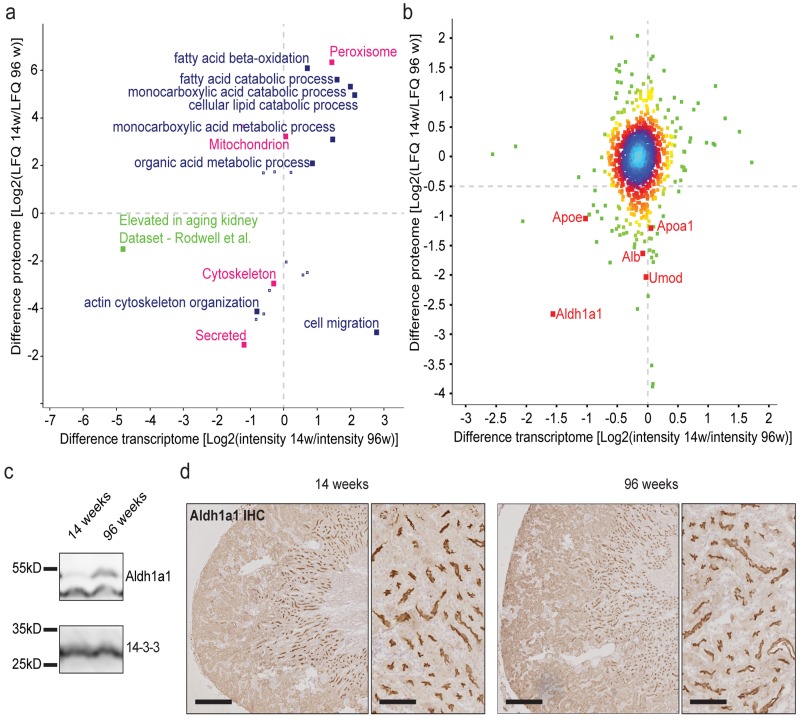
Proteome analysis depicts little correlation between transcriptome and proteome. Aldh1a1 is identified as an aging marker in the kidney **(a)** 2D GO enrichment analysis. Positive values indicate higher RNA expression or protein abundance per GO term in 14 week old samples. Negative values show higher expression / abundance per GO term in 96 week old samples. Blue: Gene ontology biological process (GOBP), red: selected UniProt keywords, green: representation of published geneset **(b)** Correlation analysis of transcriptome and proteome differences between age groups. Positive values indicate higher RNA expression or protein abundance in 14 week old samples. Negative values show higher expression / abundance in 96 week old samples. Colors depict proximity values ranging from blue (very close together) to dark green. Aldh1a1 shows the highest difference and correlation. **(c)** Immunoblot for Aldh1a1 shows a clear increase in protein content in 96 week old kidney lysates. 14-3-3 was used as a loading control. (d) Immunohistochemistry for Aldh1a1 on formalin-fixed paraffin-embedded mouse kidney tissue. Staining showed a clear localization to the brush border of the medullary thick ascending limb (mTAL) segment. This staining did not vary in intensity and localization between age groups. **p<0.01; Scale bars in left panels indicate 400μm. Scale bars in right panels indicate 100μm.

Mapping transcriptome and proteome data, aldehyde dehydrogenase family 1 subfamily A1 (Aldh1a1) exhibited the strongest correlation, with an age-related fold-change of 1.56 (on a log2 scale) on the transcriptome and a fold-change of 2.66 (on a log2 scale) on the proteome level (Fig. 3b). 

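Aldh1a1, a cytosolic enzyme that oxidises retinaldehyde to retinoic acid, was higher in every old kidney than in every young one. Its log2 expression was 8.71 ± 0.22 (SD, n = 5) at 96 weeks and 7.20 ± 0.19 (SD, n = 4) at 14 weeks. The log2 fold change was 1.51 (standard error 0.12, 95% confidence interval 1.24 to 1.79, adjusted p = 5.4e-04 from limma). The paper's protein difference in Supplemental Table 1, from other mice (C57BL6, while the array mice were mixed FVB/C57BL6), is 2.66 on the log2 scale.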

We validated this finding by Aldh1a1 immunoblot of whole kidney lysates from young and old mice showing an increase in Aldh1a1 protein abundance in aged kidneys (Fig. 3c). Immunohistochemistry (IHC) for Aldh1a1 identified the medullary part of the thick ascending limb of the loop of Henle as the main segment for its expression (Fig. 3d). 

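Of the transcripts of Apoe, Apoa1, Apoa2 and Umod, only that of Apoe passed at an adjusted p under 0.05 from limma. The paper's protein values come from other mice, of C57BL6 background, while the array mice were mixed FVB/C57BL6. Apoe, which carries cholesterol in lipoproteins, rose by 0.99 on the log2 scale (standard error 0.19, adjusted p = 0.019 from limma), beside a paper's protein value of 1.04, and replicate 2 stood apart at 14 weeks (8.52 against at most 8.28). The call on Apoe was lost when any of replicates 1, 3 or 4 at 14 weeks was left out (adjusted p = 0.051, 0.054 and 0.058 from limma). Apoa1 had a log2 fold change of -0.24 (standard error 0.081, adjusted p = 0.097 from limma), and the paper's protein value is 1.20. Apoa2 had a log2 fold change of 0.11 (adjusted p = 0.34 from limma), with replicate 3 at 14 weeks apart from the others (7.22 against at least 7.38). Umod, the main protein of normal urine and a product of the thick ascending limb, was at 12.85 ± 0.049 (SD, n = 5) at 96 weeks and 12.85 ± 0.012 (SD, n = 4) at 14 weeks. The 95% confidence interval of its log2 fold change ran from -0.094 to 0.10, while the paper's protein value is 2.05. The albumin gene (Alb) had a log2 fold change of 0.02 (adjusted p = 0.94 from limma).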

Interestingly, we detected an accumulation of apolipoprotein A and E (ApoA and ApoE) as well as uromodulin (Umod) on the proteome level with only little differential expression on the transcriptome level (Fig. 3b).

### Phospholipid mass spectrometry analysis shows differences in lipid species and subspecies between young and aged mouse kidneys

To integrate the proteomic and transcriptomic analysis into a broad analysis of lipid metabolism, we performed targeted mass spectrometry-based lipidomic analysis. Lipidomic analysis comparing young versus old kidney lysates detected an overall of 189 lipid subspecies in all of our samples (Data Set 2). We performed hierarchical clustering analysis of the absolute lipid concentrations and found an age-specific clustering for all aged kidney samples and all young kidney samples (Fig. 4a). Interestingly, this age-related separation of samples was not detected in liver, heart and muscle samples. When looking at the overall content of phosphatidylcholine (PC), phosphatidylethanolamine (PE), phosphatidyl-glycerol (PG), phosphatidylserine (PS), ceramides (Cer) and sphingomyelins (SM), we detected a significant decrease for PC, PE and SM in aged kidneys (Fig. 4b).

**Figure 4:**
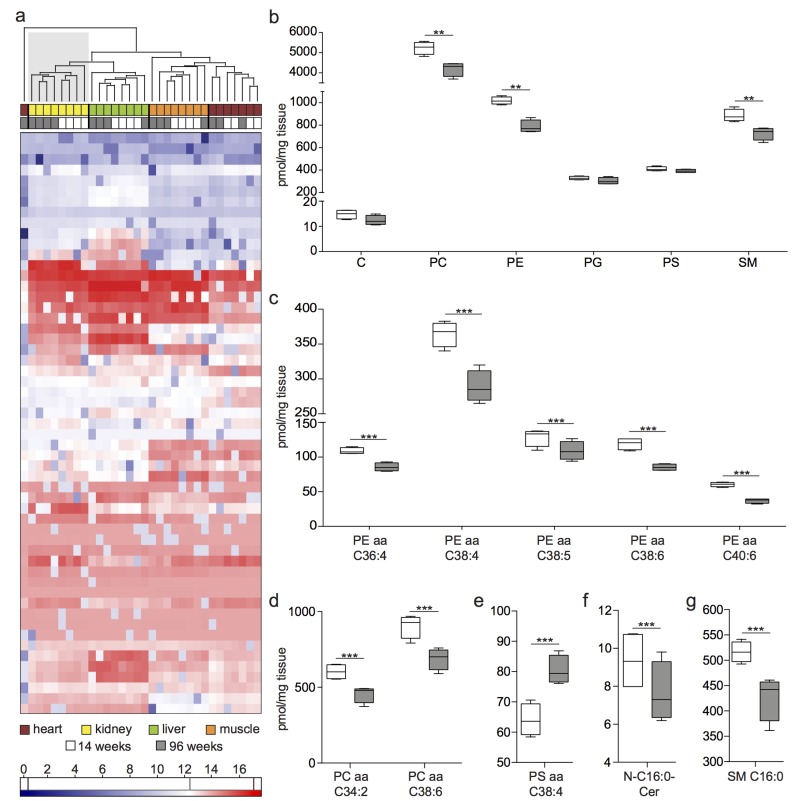
Lipidome analysis shows age-specific clustering and a decrease of lipid species and subspecies with age **(a)** Hierarchical clustering of lipid subspecies detected in all organ samples. Low abundant lipids are depicted in blue, high abundant lipids in red color. **(b)** Overall lipid sums detected in whole kidney lysates. C: Ceramide, PC: Phosphatidylcholine, PE: Phosphatidylehtanolamine, PG: Phosphatidylglycerol, PS: Phosphatidylserine, SM: Sphingomyeline **(c)** PE subspecies with significantly different abundance between age groups. **(d)** PC subspecies with significantly different abundance between age groups. **(e)** PS subspecies with significantly different abundance between age groups. **(f)** Cer subspecies with significantly different abundance between age groups. **(g)** SM subspecies with significantly different abundance between age groups. Boxplots depict mean values with whiskers showing 5-95% percentile. **p<0.01; ***p<0.001.

With traditional biochemical staining methods based on PE or SM binding agents we did not detect a difference between 14 and 96 week old kidney tissue in immunofluorescence (Fig. S3). None of the other organs investigated (liver, heart, muscle) revealed a lipid pattern similar to the kidney pattern. Since both PE and PC were detected at lower levels in 96 week old kidneys, we examined the PE:PC ratio. We found no significant difference between age groups (Fig. S3). We detected a significant decrease in lipid subspecies depending on their overall fatty acid chain length and number of double bonds. Data for significant differences in abundance of PE, PC, PS, Cer and SM are shown in Fig. 4c, d, f. PS aa C38:4 was significantly more abundant and N-C16:0-Cer significantly less abundant in aged kidneys (Fig. 4e, g).

### Asah1 shows a higher abundance in aged kidneys and correlates with a decrease in bioactive ceramide C16

Since important classes of lipids were significantly altered within the aging kidney, we re-examined the data obtained from proteomics to identify corresponding regulations on the proteome level. We mapped each metabolite to corresponding proteins involved in its synthesis or degradation (see methods for details, Data Set 3). Two metabolites were related to the detected proteins in our proteome analysis, with N-acyl-sphingosine amidohydrolase 1 (Asah1) showing a significantly higher abundance in aged kidneys (Fig. 5a). Asah1 is a ceramidase catalyzing the degradation of ceramides which nicely correlates to the decrease we see in N-C16:0-Cer (Fig. 4f). Immunohistochemistry for Asah1 identified the protein to be expressed mostly in the cortical tubular network with an increase in abundance in the medulla of aged kidneys (Fig. 5b).

**Figure 5:**
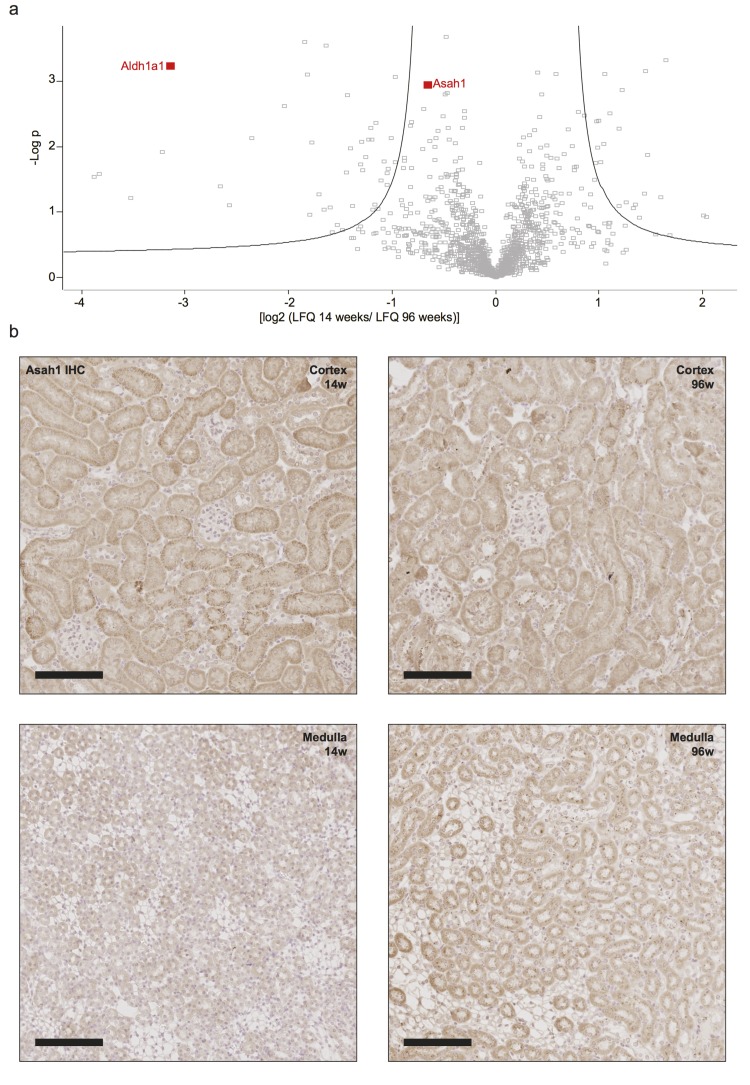
Increased abundance of Asah1 correlates with a decrease in ceramide 16 in aged kidneys **(a)** Volcano plot of differences in protein abundance between age groups. Positive values indicate higher protein abundance in 14 week old samples. Negative values indicate higher abundance in 96 week old samples. Asah1 was detected to have a fold change of 0.69 in aged kidneys. Aldh1a1 is highlighted as a comparison. **(b)** Immunohistochemistry for Asah1 on formalin-fixed, paraffin-embedded mouse kidney tissue showing low expression in the cortical tubular system with no expression in glomeruli and decreased expression in the young medulla. Scale bars indicate 100μm.

## DISCUSSION

Gene expression profiling provides major insights into genetic mechanisms of the aging process. RNA expression profiles and proteomic analyses of different organs have identified age-related changes in different tissues, including the kidney [1,12-14]. Recently, the metabolome has revealed strong predictors of healthy aging, longevity as well as brain aging and neurodegenerative disease [15-18]. The metabolome and its subdiscipline, the lipidome, represent a functional readout of cellular biochemistry [19]. Thus, the integration of information on lipidomics with proteomics and expression profiles can help to shape the understanding of metabolic pathways as potential targets for future therapeutic interventions [20]. In this study, we used a three-layered multi-system approach to identify genes and pathways involved in kidney aging. Lipid metabolism was among the most prominent hallmarks of kidney aging [12,21,22]. A previous study investigating gene expression of liver, kidney and brain of 33 different mammalian species identified genes involved in lipid oxidation and lipid modification to be negatively correlated with lifespan and organism maturity time [23]. Comparing transcriptomic patterns of prematurely aged and long-lived mice, Schumacher et al. detected genes involved in lipid metabolism among genes differentially expressed during the aging process in various tissues including the kidney [24]. In agreement with data on RNA profiles of 3 and 23 month old C57BL6 mice we detected a decrease in acetyl coenzyme A oxidases on the protein level in our aged samples [25]. However, our data did not reflect higher levels of renal triglycerides and cholesterol or an increase in 3-hydroxy-3-methylglutaryl-coenzyme-A reductase (HMGCR) with aging, as previously described [25]. We detected a decrease in HMGCR mRNA, the key enzyme in cholesterol synthesis. These findings support the hypothesis that the aging process specifically affects the synthesis of lipids and their bioactive derivatives like sterols. Interestingly, carnitine palmitoyltransferase 1a (Cpt1a) protein abundance was decreased in the proteome of aged kidneys (Tbl.S1). This is in accordance with a previous study in which Cpt1a expression was inhibited in diabetic nephropathy, a common aging-associated disease [26].

The role of lipids in aging, disease and longevity has been described previously [25,27-29]. In our analysis, we focused on phospholipids known to be essential cellular components and signaling molecules. Lipidomic analyses exhibited age-specific alterations in phosphatidylcholine, phosphatidylethanolamine and sphingomyelin species and subspecies. Lipid composition in our study clearly distinguished old from young kidney samples (Fig. 4a) with a decrease in phospholipids with age. The correlation of this decrease with aging-related diseases is further supported by a study on the offspring of nonagenarians, revealing a significant increase in phosphatidylcholine and sphingomyelin plasma levels compared to controls to be associated with a lower risk for hypertension and diabetes [17]. Furthermore, a potential pathologic role for a decrease in PE and the subspecies PE C38:4, PE C38:5, PE C38:6 and PE C36:4 was recently hypothesized by a study comparing the lipid composition of kidney tumors to surrounding tissue [30]. However, the ratio of phosphatidylcholines (PC) versus phosphatidylethanolamines (PE), a parameter with importance for membrane integrity and progression to a high fat-induced disease [31], was not changed (Fig. S3a).

Of specific interest is a significant decrease in bioreactive ceramide within the aging kidney. This is consistent with an increase in RNA and protein abundance of the acid ceramidase Asah1 in old kidneys. 

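Asah1 transcript was at 9.53 ± 0.051 (SD, n = 5) at 96 weeks and 9.54 ± 0.037 (SD, n = 4) at 14 weeks. The log2 fold change was -0.01 (standard error 0.046, adjusted p = 0.90 from limma), with a 95% confidence interval from -0.11 to 0.093. The paper's protein value in Supplemental Table 1, from other mice (C57BL6, while the array mice were mixed FVB/C57BL6), is 0.65 on the log2 scale. This protein carries no mark of significance there, while the paper's text calls its abundance significantly higher.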

Asah1 mediates the hydrolysis of ceramide into sphingosine and free fatty acids [32]. An increase in sphingolipid-degrading enzymes has been demonstrated in aging rat kidneys which is supported by our data [33]. 

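Psap, Hexa and Glb1, of the list of sphingolipid and ceramide degradation, rose at 96 weeks. Of the 19 measured genes of this list, lysosomal and other, 3 were higher and none was lower at an adjusted p under 0.05 from limma, 4 when adjusted over the list alone. Psap, the precursor of the saposins that present sphingolipids to their enzymes, rose by 0.41 (adjusted p = 0.0077 from limma). Hexa, a subunit of beta-hexosaminidase, rose by 0.67 (adjusted p = 0.0087 from limma) and Glb1, the lysosomal beta-galactosidase, by 0.40 (adjusted p = 0.012 from limma). No ceramidase or sphingomyelinase gene of the list passed. Log2 fold changes were -0.01 for Asah1, -0.07 for Asah2, -0.04 for Acer1, 0.23 for Acer2 and 0.21 for Acer3. They were 0.13 for Smpd1, 0.24 for Smpd2, -0.12 for Smpd3 and 0.00 for Smpd4. The list shifted upwards as a group (camera, adjusted p = 0.0013; adjusted p = 0.56 with an estimated correlation). Of 20 genes of ceramide and sphingolipid synthesis none passed at an adjusted p under 0.05 from limma or when adjusted over the list alone, and 6 had an unadjusted p under 0.05, with 0 by the methods' t-test after adjustment (camera, adjusted p = 0.40). A test of this list for changes in either direction did pass (limma's fry, mixed test, adjusted p = 4.5e-05).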

Ceramides as bioactive lipids have been shown to modulate Ca^2+^-signaling in basolateral membranes of proximal tubular cells *in vitro* [34]. An increase in total plasma ceramide levels was detected in mice fed a high fat diet and corresponded with renal injury [35]. A decrease in ceramides, as observed in aged kidneys in this study, may lead to alterations in cellular survival, apoptosis as well as migration and cytoskeletal rearrangements [36-38]. This is in part mediated through the catabolic product of Asah1, sphingosine, and its phosphorylated form (S1P). As a ligand for five G protein-coupled receptors, S1P has already been shown to mediate renal fibrosis directly *in vitro* and *in vivo* [39]. Thus, alterations in ceramide metabolism may directly influence the aging process in the kidney.

Correlating transcriptome and proteome data in our study revealed a coefficient of 0.111. Compared to previous studies investigating transcriptome and proteome correlations in mice, zebrafish or human cells, this coefficient is rather low [40-42]. Nevertheless, numerous studies suggest that age-related changes may also include posttranslational modifications and alterations in protein degradation [43,44]. More importantly, our whole kidney proteome also reflects proteostatic changes associated with aging, which consist of protein aggregates and deposits also in the extracellular system. This is supported by an increased abundance of Tamm-Horsfall protein (Umod) and albumin (Alb) in the aging kidney correlating with loss of filter function and the formation of tubular protein casts (Fig. 1a, Fig. 3b). We identified Aldh1a1 to be increased on both the transcriptomic and proteomic level in aged kidneys. Aldh1a1 is a key enzyme in lipophilic vitamin A metabolism, converting retinal to retinoate. Interestingly, Aldh1a1 expression is selectively regulated by sterol regulatory element-binding protein (SREBP-1c), a transcription factor involved in regulation of sterol metabolism-associated genes [45]. Target genes include ATP citrate lyase, acetyl-CoA carboxylase and fatty acid synthase [46,47]. It has been demonstrated that SREBP-1c expression is increased in aging mouse kidneys [25] as well as in kidneys of a diabetic mouse model with a subsequent decrease in all-trans-retinoic acid and Pparβ/δ [48]. This supports the hypothesis that Aldh1a1 and its regulation play a prominent role in the kidney aging process, but mainly in the thick ascending limb of the loop of Henle (Fig. 3b).

Beyond lipid metabolism, our data display changes in biomarkers of kidney disease. Consistent with the transcriptomic data of a study on young and aged human kidneys we found apolipoprotein E and Fabp1, a potential marker of acute kidney injury, to be increased in aged kidney samples pointing to a conserved aging mechanism [49, 50]. Two additional kidney damage markers, Kim1 and Ngal/Lcn2, were found to be upregulated on the transcriptional level in aged kidneys in our study (Fig. 1). These markers have been investigated in numerous studies as potential new biomarkers for acute kidney injury in human [50-52]. In concordance with a previous analysis, our study suggests that these proteins could also be useful markers of renal damage during kidney aging, and their role during the aging process needs further characterization [53].

We demonstrate that lipid metabolism is altered on both the transcriptomic and the proteomic level with clear, potential decisive links towards a dominant aging-associated lipid phenotype. In particular, we show that sphingolipid signaling and the vitamin A pathway play an important role in the aging process. The three-layered omics strategy exemplified here can be useful to discover, understand and prioritize untapped molecular pathways in kidney aging and disease.

## MATERIALS AND METHODS

### Mice

Mice were bred in either C57BL6 (proteomic, lipidomic, in situ hybridization) or mixed FVB/C57BL6 (microarray analysis & histology) background. All experiments were conducted according to institutional and federal guidelines and approved by the IACUC in Bilthoven, NIH/NIA 1PO1 AG 17242. Following federal regulations, the Animal Care Committee of the University of Cologne reviewed and approved the experimental protocol. Animals were housed at specific pathogen-free (SPF) conditions with three-monthly monitoring according to FELASA suggestions. Housing was done in groups of less than six adult animals receiving CRM pelleted breeder and maintenance diet irradiated with 25 kGy (Special Diet Services, Witham, UK), and water *ad libitum*.

For RNA preparation and Affymetrix array analysis 5 mice were sacrificed at 14 and 96 weeks of age. 4 animals of 14 and 96 weeks of age were sacrificed for lipidomic and proteomic analysis.

Renal tissue was embedded in OCT (Sakura, Torrance, CA) and frozen at −80°C or fixed in 4% neutral buffered formalin and subsequently embedded in paraffin.

### Preparation of RNA

Mice were anaesthetized by intraperitoneal injection of 10 μl per g bodyweight of 0,01% xylocaine and 12,5 mg/ml ketamine – and perfused with cold phosphate buffered saline (PBS). Kidneys were excised and snap frozen in liquid nitrogen. Total RNA was extracted and purified using commercial homogenization (Bio 101 FastPrep FP120-120 V, Savant, Midland, MI, USA) and the RNeasy kit (Qiagen, Hilden, Germany).

### Microarray hybridization

Reverse transcription of RNA was done using the Applause WT-Amp ST RNA Amplification System (NuGen Technologies, Inc., San Carlos, CA, USA) in accordance to the manufacturer's protocol. cDNA probes were labelled with Encore Biotin Module (NuGen Technologies, Inc.), hybridized to the Affymetrix GeneChip Mouse Gene 1.0 ST Array according to the manufacturer's instructions and scanned with a GeneChip 3,000 6G scanner.

### Affymetrix microarray data analyses

Raw data (CEL files) were processed using the robust multi-array average (RMA) algorithm and quantile normalization with the Affymetrix Power Tools, version 1.12.0, and platform-specific library files [54]. Differential gene expression was analyzed using descriptive statistics (fold change) and Student's T-Test method for pairwise comparisons. Genes were prioritized by statistical evidence. In order to create candidate lists for differential gene expression between conditions, we used all genes regulated at least 1.5-fold where differential expression was significant at level 0.05. Type I error inflation was ignored because the p-values were used to prioritize the list rather than being interpreted in a confirmatory sense.

All microarray data reported in this study are described in accordance with MIAME guidelines and have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) public repository. The data sets supporting the results of this article are available in the GEO public repository at: www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM1921101.

### Quantitative RT-PCR

For control purposes we assessed RNA expression of high-scoring genes from our microarray analyses using quantitative real-time PCR. After cDNA amplification we used SYBR green on an ABI 7900 HT thermocycler (Applied Biosystems, Life Technologies Cooperation, Carlsbad, CA, USA). Expression levels of housekeeping genes HPRT and ACTB were employed for normalization, and RNA expression levels were calculated with the comparative threshold cycle (Ct) method as previously described [55]. Primer sequences are provided in Supplemental Table S1.

### Annotation and enrichment analysis

DAVID [56] was used for gene annotation, as well as enrichment analysis. To visualize GO enrichments using REVIGO [57], we first translated GO-terms to GOslim using GO:TermFinder [58]. Visualization for Fig. 2 was done using Cytoscape [59].

Pathway enrichment analysis was done using the Reactome FI plugin [60] for Cytoscape. One linker was allowed. Visual preparation of the network file was done in Cytoscape and Illustrator^**™**^.

### Lipidomic analysis

Snap frozen kidneys, hearts, brains and skeletal muscles were sent to Biocrates Inc., Innsbruck, for lipid mass spectrometry. The biologically most abundant members of (lyso-) glycerophospholipids, i.e. (lyso-) glycerophospho-cholines, -ethanolamines, -serines, -glycerols, and sphingolipids, i.e. sphingomyelins, ceramides, dihydroceramides, and 2-hydroxyacyl ceramides were quantitatively analyzed by a high throughput flow injection ESI-MS/MS screening method. The MRM detection in positive and negative mode was performed using a 4000 QTrap® tandem mass spectrometry instrument (AB SCIEX). The sample preparation of 20μL sample volume followed a MeOH/CHCl3 -liquid/liquid-extraction protocol. Besides five internal standards to compensate for matrix effects, 43 external standards were used for a multipoint calibration. The quantitative data analysis was performed with Biocrates MetIDQ™ enabling isotopic correction and basic statistical analysis.

Clustering analysis was done using Perseus software with euclidian distances. JMP (SAS, Böblingen) was used for quantitative analysis (3way-ANOVA) and visualization of results.

### Proteomic analysis

Snap frozen kidneys were thawed in 8M urea buffer and complete protease inhibitors (PIM, Roche) and dounce homogenized on ice 20 times. Suspension was sonicated at 10% amplitude, 10% pulse for 2 seconds and centrifuged at 4°C full speed for 15 minutes. Supernatant was purified using C18 StageTips as previously described [61].

### LC-MS/MS and search parameters

Samples were analysed using a nLC (90 min gradient separation on a 15m C18 column (parameters in [62]) coupled to a QExactive plus machine (Thermo Scientific) with machine settings as previously described [63]. Raw files were searched using MQ v 1.4.1.2 against a recent mouse reference proteome database (uniprot) including a list of contaminants [64] using default parameters. Decoy mode was revert. PSM, protein and site FDR was set to 0.01. Minimum peptide length was 7AA. Fixed modification was carbamidomethylation on cysteins. Variable modifications included in protein quantification were acetyl (Protein N-term) and methionine oxidation. Label-free quantification and match between runs option was enabled.

### Bioinformatic analysis

Protein groups file was imported in Perseus (v 1.5.0.24) [8] and processed as previously described with few modifications [65]. Common contaminants, reverse hits and proteins identified by site only were entirely removed from the dataset. Logarithmized intensities were normalized and missing values (at least 3 valid values in at least 1 group had to be present) were imputed according to the normal distribution (downshift 1.8 SD, width =0.3). LFQ of 14 and 96 week old kidney samples were compared using a two-tailed t-test with correction for FDR by using a method similar to SAM [66]. Cutoff was s0=0.1 and FDR was set to less than 0.2. Proteins were annotated with GO terms, KEGG pathways, and gene sets using the Perseus annotation package. Normalized expression values from microarray analysis were imported and logarithmized. Data were merged based on the gene symbol matches. 2D enrichment of annotations based on the differences [log2(signal 14 weeks/signal 96 weeks)] of the transcriptomic and proteomic dataset was performed [8]. The permutation based FDR cutoff was set to 0.05.

### Western blot

The snap frozen kidney samples were minced and lysed in 1% Triton X-100 buffer [1% Triton X-100, 20 mM Tris·HCl pH 7.5, 50 mM NaCl, 50 mM NaF, 15 mM Na4P2O7, 2 mM Na3VO4, and complete protease inhibitors (PIM; Roche)] by dounce homogenization and sonication at 10% amplitude, 10% pulse for 1m20s on ice. After centrifugation at 15,000 *g* for 15 min at 4°C protein content was measured using BCA assay (Life Technologies, Darmstadt). Supernatant was diluted according to protein mass with 1% triton X-100 buffer and 4% SDS sample buffer was added accordingly.

Size separation was done using SDS-PAGE. Samples were blotted onto polyvinylidene difluoride membranes and visualized with enhanced chemiluminescence after incubation of blots with corresponding antibodies (goat anti mouse lipocalin-2/NGAL antibody; R&D Systems, Minneapolis; mouse anti beta tubulin antibody; HybridomaBank).

### Immunohistochemistry (IHC) methods

Paraffin-embedded sections were deparaffinized in Xylene (VWR, Darmstadt, Germany) and rehydrated in decreasing concentrations of ethanol. Heat-induced antigen retrieval was performed in 10mM Tris 1mM EDTA 0,005% Tween buffer, pH9.0 for 15. Peroxidase blocking was performed in 3% hydrogen peroxidase (Roth, Karlsruhe, Germany). After incubation in primary antibody (anti-Aldh1a1 antibody, ab52492; anti-Asah1 antibody, ab74469 Abcam, Cambridge, UK) 1:200 in TBS 1% BSA at 4°C overnight, sections were washed in TBS and incubated in biotinylated mouse anti-rabbit secondary antibody (Jackson Immuno-research, West Grove, USA) 1h at room temperature. For signal amplification the ABC Kit (Vector, Burlingame, CA, USA) was used before applying 3,30-diaminobenzamidine (Sigma-Aldrich, St Louis, USA) as a chromogen. Hematoxylin was used for counter-staining. After dehydration slides were covered in Histomount (National Diagnostics, Atlanta, USA).

For the assessment of age-related histologic alterations periodic acid Schiff staining was used.

### Lipid staining

OCT-embedded sections were dried for 30 minutes at room temperature. After fixation in 4% PFA (Sigma-Aldrich) sections were washed in Dulbecco's PBS (DPBS) before blocking and permeabilization in 0,1% Triton, 2% BSA in DPBS for 1h at room temperature. Afterwards sections were washed again in DPBS.

For SM staining, sections were incubated in lysenin (PeptaNova, Sandhausen, Germany) 2μg/ml in DPBS at 4°C o/n, washed and reincubated in rabbit anti-lysenin serum (PeptaNova) in 2% BSA in DPBS at 4°C o/n. After washing in DPBS, sections were incubated in Cy3-coupled donkey anti-rabbit antibody (Jackson) 1:500 in 2% BSA in DPBS at room temperature for 1h, washed again and mounted in Prolong Gold + DAPI (Life Technologies).

For PE staining, sections were incubated in duramycin-LC-biotin (Molecular Targeting Technologies Inc., West Chester, USA) 0,5μg/ml in 2% BSA in DPBS at 4°C o/n. After washing, sections were incubated in Cy3-coupled streptavidin (Life Technologies) 1:2000 in 2% BSA in DPBS at room temperature for 1h, washed again and mounted in Prolong Gold + DAPI (Life Technologies).

### In situ hybridization

10 μm sections of paraffin-embedded kidney tissue were deparaffinised in xylene and rehydrated in decreasing concentrations of ethanol. In situ hybridization was carried out according to the GUDMAP protocol accessible at www.gudmap.org/Research/Protocols/McMahon/SISH.pdf”

## SUPPLEMENTAL DATA FIGURES, TABLE AND DATASETS

How the deposited data were processed for this re-analysis (not part of the article)

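Kidney RNA of 9 mice was measured on Affymetrix Mouse Gene ST arrays, 4 at 14 weeks and 5 at 96 weeks, and 1 array was made per mouse. The authors processed the scans with RMA and quantile normalization in Affymetrix Power Tools, version 1.12.0, and deposited log2 expression values for 35557 probe sets. The genome build of the annotation was not given in the sources used here, and no coordinates are printed. Signal over background per probe set was not given either, so that dim genes could not be told from absent ones.

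The annotation listed 1 gene symbol for 21789 probe sets, several for 1621 and none for 12147. Probe sets with several symbols were left out. For the 999 genes with more than 1 probe set of their own, the probe set with the highest mean was kept, which left 19938 genes. A few list members were named by older symbols in the annotation and were matched through the synonyms of the GRCm38.p6 gene table, apart from Rigi, which was matched to Ddx58. Genes without a probe set of their own were not analysed here.

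Age groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method. The thresholds were an adjusted p under 0.05, or the paper's 1.5-fold change with an unadjusted p under 0.05. Gene lists, 43 in all, were tested with camera at a preset correlation of 0.01, and the lists, the tests and most of the other settings were set at the same time. The genes named were the 15 largest rises and 15 largest falls among genes that passed and whose groups did not overlap, the genes the paper names, the 4 genes with the smallest p in each list, and members of a described list where at most 5 passed. The paper's protein table and figures had been read when this rule was written. Clustering used the 1000 genes with the highest variance, and transcript and protein changes were correlated with 100000 permutations. Python 3.11.15 with scipy 1.17.1 was used for these steps.

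The test was checked on simulated arrays with the spread of the real genes, in which 200 of 19938 genes were changed. Of 66 genes changed by 0.5 on the log2 scale 84.8% were recovered, of 67 changed by 1 98.5%, and of 67 changed by 2 all. The simulated noise was independent between genes, unlike real arrays. Recovery can be lower for genes with a wide spread at 96 weeks. Havcr1 (SD 1.30 at 96 weeks, 0.14 at 14 weeks) had a log2 fold change of 1.48 and did not pass. No pair of arrays held the same values (highest correlation 0.997). Alternatives covered the test, array weights, a filter on genes below the 30th percentile, scaling between arrays, the choice of probe sets, the replicate number as a block and leaving out each array. Alternatives added after seeing the data were cyclic loess between arrays, leaving out replicates 3 and 4 at 96 weeks together, Ward linkage, and average linkage of genes scaled to unit variance. Complete linkage of scaled genes and Ward linkage with other gene numbers were also looked at and are not reported. Scan dates and times of day of collection were not given in the sources used here.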

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

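The tests on fat and lymph node behind the immune genes, on mice 3 and 4, on signal level and on other splits were chosen after the results were seen, and the first 2 and the test of the falls in dim genes were made stricter after a first look. The test on adipose genes outside the lists was set before its values were seen. Of 184 groups of 4 or 5 arrays, 17 held 1 array far from the rest, while chance alone marks about 1 in 20 groups. The number given for each is the gap to the nearest array as a share of the range. At 96 weeks, replicate 3 stood apart for Havcr1 (0.724), Lcn2 (0.776) and Rnf24 (0.731), replicate 2 for sterol regulation and transport (0.859), and replicate 1 for the circadian clock list (0.734). At 14 weeks, replicate 2 stood apart for Apoe (0.835) and for the lists of cholesterol synthesis (0.838), sterol regulation (0.957), fatty acid synthesis (0.985), extracellular matrix (0.872), distal tubule (0.834) and adipocyte markers (0.846). Replicate 1 stood apart at 14 weeks for Srebf1 (1.0), PPAR alpha targets (0.944) and retinoid metabolism (0.870), and replicate 3 for Apoa2 (0.948) and T cell genes (0.917). For Srebf1 the gap itself was small, 6.718 against the same value of 6.754 in every other young array.

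Replicate 2 at 14 weeks was the highest of the 9 arrays for 5 of 10 fixed adipocyte markers (Adipoq, Plin1, Ucp1, Car3 and Cidec), and not for Lep, Retn, Pparg, Lipe and Fabp4. Ucp1, the uncoupling protein of brown fat, was at 6.88 and at most 4.71 in the other 8 arrays, Car3 at 7.83 against 5.94, and Adipoq at 5.50 against 4.79. A candidate explanation is fat attached to that kidney. In 6 adipose genes outside the fixed lists the median excess over the other 3 young kidneys was 0.242 on the log2 scale, below the 0.5 set for fat and above the 0.2 set against it, and the array was the highest of 9 for 2 of them, so the question stays open. No biological explanation was tested.

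Immune genes rose by different amounts in the old mice. Attached fat is argued against: without replicate 2 at 14 weeks the adipocyte markers had a median change of 0.0414 (SD of the members 0.149), far below the 0.682 of the macrophage list. Mice 3 and 4 at 96 weeks were not the whole source, since 4 of the 6 immune lists that passed camera still did without both, and in these 4 the other 3 old mice lay above all young ones, but the mean change became smaller, from 0.713 to 0.346 for macrophages, 0.734 to 0.390 for MHC class II, 0.913 to 0.684 for B cells and 0.373 to 0.237 for complement, and none of the 6 passed with an estimated correlation over all 9 arrays (adjusted p = 0.56 or more). An attached lymph node stays open: the median change of 16 lymph node markers was 0.160, but the members were divided (SD 0.674), from -0.19 for Cr2 to 1.64 for Bank1 and 1.90 for Cxcl13, and none passed. Infiltration with age, which the design names, was not tested separately and stays open as well.

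Dim genes tended to be lower and bright genes higher at 96 weeks. With genes ranked by signal into 5 equal groups, 185 were lower in the 2 dimmest groups and 438 were higher in the brightest. Cyclic loess, which removes such a trend, left 812 of the 1339 genes past the threshold in the same direction (60.6%), which argues against the trend as the whole cause. Of the 185 falls only 37 still passed (20.0%), their median change moving from -0.31 (SD 0.15) to -0.23 (SD 0.15) and their median standard error from 0.071 to 0.070, so the calls ended on smaller folds that kept most of their size, and whether the trend caused these falls stays open. All old arrays share the trend, and whether it is technical or due to age was not tested.

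Several lists outside the paper's discussion passed camera, though none did with an estimated correlation (adjusted p = 0.69 for cell proliferation and 0.56 for the others). Oxidative phosphorylation genes rose (adjusted p = 1.6e-07; 7 of 29 higher, 11 when adjusted over the list alone), among them Sdhd (0.58) and Cox4i1 (0.48), both parts of the respiratory chain. Cell proliferation genes rose (adjusted p = 1.5e-04; 2 of 26 higher, Mcm7 and Mcm6, also when adjusted over the list alone), with replicate 4 at 96 weeks highest at 1.05, and without replicates 3 and 4 the adjusted p was 0.087. The list mean of 4 old kidneys lay above all young ones, while that of replicate 2 at 96 weeks (-0.294) lay below them all. Intercalated cell markers fell (adjusted p = 0.010; Hmx2, Atp6v0d2 and Slc4a9 of 10 lower, also when adjusted over the list alone; adjusted p = 0.093 without replicates 3 and 4). Male-biased kidney genes fell (adjusted p = 0.018; 0.053 without these replicates, and lost without replicate 1 at 14 weeks) in mice labelled female, with 2 of 7 lower, Slc22a30 and Slc7a13, and 3 when adjusted over the list alone. Xenobiotic and glutathione genes rose (adjusted p = 0.019; 5 of 23 higher, 1 lower; 10 and 3 when adjusted over the list alone), though not after cyclic loess (adjusted p = 0.11), a repeated quantile normalization or a filter on dim genes, with Gstp1 at 0.72 and Gsta4 at 0.51.

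Of 100 splits of the 9 arrays into 5 and 4, only the real one gave 1339 genes (1 split), and the highest of the others gave 3. For the paper's thresholds the real split gave 319 (1 split) and the highest other 311. That other split differed from the real one by replicate 2 at 96 weeks alone, which it placed with the 14 week old mice. Chance can be excluded for both counts at this number of splits, but the count at the paper's thresholds barely told the 2 splits apart.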

How the results depend on the processing

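Cyclic loess, leaving out mice 3 and 4, Ward linkage and scaled genes were chosen after seeing the data. No gene or list that passed in either setting reversed its direction. The count of 1339 changed genes was 367 by the methods' t-test, and 528 to 1135 when each array was left out; fewer arrays lower the power, and the other causes were not tested. Quantile normalization again gave 484 higher and 505 lower genes, against 860 and 479, so the excess of higher genes depends on the scaling, and cyclic loess gave 562 and 379. The count of 319 was 883 over all probe sets, 249 to 400 with each array left out, and 237 without mice 3 and 4. With the replicate block 368 genes changed. Numbers did not pair the mice, since same-numbered arrays had residual correlations from -0.037 to 0.076. The block gave 50 of the named genes in place of 91, the t-test 28, and leaving out each array 47 to 86. Lipid genes at an adjusted p under 0.05 (8.88%) did not exceed the others, but did by the methods' t-test (3.86%), quantile normalization (8.11%), the replicate block (5.41%), cyclic loess (8.11%) and without mice 3 and 4 (10.4%), and ranged from 4.25% to 8.88% with each array left out, exceeding the others without replicate 1 at 14 weeks and without replicates 1, 3, 4 or 5 at 96 weeks. Immune genes (8.55%) did so with the replicate block (5.26%) and without mice 3 and 4 (11.8%), but not by the methods' t-test (1.97%), and ranged from 3.95% to 9.21% with each array left out, exceeding the others without replicates 2 or 5 at 96 weeks. At the paper's thresholds both unions kept their call in every setting run, with 4.25% to 5.79% of lipid and 21.7% to 34.2% of immune genes when each array was left out, and 18.4% of immune genes by the methods' t-test. Arrays outside their age branch were 4 with other linkages, distances and gene numbers, 2 to 4 with each array left out, 4 with 1000 scaled genes, and 0 with Ward linkage and with 5000 or all genes scaled. Leaving out each 14 week old array gave p from 0.054 to 0.071. Pearson's r was 0.134 for proteins the paper marks, without a call, and 0.0548 (without replicate 3 at 96 weeks, no call) to 0.115 with each array left out. Apoe (0.99) missed the threshold by the methods' t-test (adjusted p = 0.080) and with the replicate block (0.99, adjusted p = 0.068), and was 0.81 to 1.09 with each array left out and 0.74 without mice 3 and 4. Havcr1 and Lcn2 passed without mice 3 and 4, at 0.73 and 0.96, and with each array left out were 0.92 to 1.69 and 1.08 to 1.78. Aldh1a1 (1.42 or more) and Fabp1 (1.54 or more) passed in every setting run, and Asah1 in none (-0.08 to 0.01). Of the 14 lists past camera 0 passed with an estimated correlation and 0 with fry's directional test (smallest adjusted p = 0.053), and with each array left out 13 to 17 lists passed camera. Fry's mixed test, which asks for changes in either direction, did pass for many lists. Its adjusted p was 2.5e-05 for sphingolipid degradation, 2.5e-08 for retinoid metabolism and 9.7e-08 for organic anion and cation transport. It did not pass for T cells (0.24), chemokines (0.083) or cell proliferation (0.15). The cause was not tested for any of these unless named.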

Differences from the paper's values

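The paper's count of differentially expressed genes is 420, against 319 here at the same thresholds with limma, which is within 1.5 times. The paper counts over more annotated genes than the 19938 tested here, so the 2 counts do not rest on the same genes. The methods' t-test gave 257, all probe sets 883, and leaving out replicate 4 at 14 weeks or replicate 4 at 96 weeks 249 and 275, all more than 1.5 times away, as was the 237 without replicates 3 and 4 at 96 weeks, chosen after seeing the values. With the replicate block 402 genes passed, and without replicate 2 at 96 weeks 400. The paper's r is 0.111, against 0.092 here, which is within the error. Further away than the error were Spearman's rho (0.071), r without replicates 1 or 3 at 14 weeks (0.078 and 0.079) or replicate 3 at 96 weeks (0.055), and r over genes at an adjusted p under 0.05 (0.184) or past the paper's thresholds (0.424).

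The paper's Discussion states that Asah1 RNA rose with age. Its log2 fold change was -0.01 (standard error 0.046, adjusted p = 0.90 from limma), and it passed in no setting run.

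Fig. 2a separates the 2 ages completely. In the trees made here by average, complete and single linkage, replicate 4 at 96 weeks stood alone and 4 arrays lay outside their age branch. Ward linkage, and average linkage of 5000 or all genes scaled to unit variance, all chosen after seeing these values, gave 0 arrays outside, and average linkage of 1000 scaled genes gave 4. The paper's text does not name the linkage of Fig. 2a.

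Fig. 1c gives small p-values for all 3 damage markers. For Havcr1 p was 0.022 and for Lcn2 0.0088 before adjustment in limma, 0.061 and 0.032 by the methods' t-test. After adjustment in limma neither passed over all 9 arrays, and both did without replicate 3 at 96 weeks (adjusted p = 0.022 and 0.0091), and without replicates 3 and 4, which was chosen after seeing the values. The folds here, 3.49 for Fabp1, 2.79 for Havcr1 and 2.99 for Lcn2, lie within 1.5 times those of the figure.

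The paper names sterol metabolism among the processes most influenced. Of 18 genes of cholesterol and isoprenoid synthesis 0 passed at an adjusted p under 0.05 from limma, and 5 had an unadjusted p under 0.05, of which Msmo1, Ebp and Lss had positive and Hmgcs1 (-0.15) and Mvk (-0.21) negative log2 fold changes. The list rose as a group without replicate 3 at 96 weeks (camera, adjusted p = 0.0032), and without replicates 3 and 4, which was chosen after seeing the values (camera, adjusted p = 0.020). The paper names small ion transport as enriched, and of 25 genes of sodium and ion transport 0 passed in limma and 9 had an unadjusted p under 0.05. The paper's GO terms are broader than these lists.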

Other observations

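Genes of the circadian clock list differed between the 14 and 96 week old groups. Of 18 measured, Dbp (-0.98), Usp2 (-0.92), Ciart (-0.90) and Per3 (-0.84) were lower and Arntl (1.16) and Nfil3 (0.92), picked after their values were seen, were higher at an adjusted p under 0.05 from limma, and 10 were lower and 4 higher when adjusted over the list alone. The list as a whole did not pass (camera, adjusted p = 0.077), and it did after cyclic loess, chosen after seeing the data (0.0081), a repeated quantile normalization (0.014), a filter on dim genes (0.015), with the replicate block (0.049), without replicate 2 at 14 weeks (0.048) and without replicate 1 at 96 weeks (0.017). Over all 9 arrays the clock list passed a test for changes in either direction (fry's mixed test, adjusted p = 0.0023). Replicate 1 at 96 weeks had a list mean of 0.105, inside the range of the young mice (0.071 to 0.222), while the other 4 old mice lay between -0.191 and -0.112. Times of day of collection were not given in the sources used here, so that age cannot be told from collection time for these genes.

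Actb, which the methods use beside Hprt to normalise qPCR, was 0.48 higher at 96 weeks on the log2 scale (adjusted p = 0.020 from limma), while Hprt had a log2 fold change of 0.02 (adjusted p = 0.82 from limma). Cdkn2a, a marker of senescence, had a log2 fold change of -0.17 (adjusted p = 0.13 from limma). Of 10 genes of senescence and cell cycle inhibition, Cdkn2c (0.58) and Cdkn1c (0.57) were higher (camera, adjusted p = 0.33).

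In the paper's protein table the seminal vesicle proteins Svs2, Svs4 and Svs5 are higher at 96 weeks by 3.83, 3.88 and 3.53 on the log2 scale, which are the paper's values. Their transcripts had log2 fold changes of 0.02, -0.11 and 0.00 on the arrays, whose mice were labelled female. They were picked after their values were seen, and the paper's text does not name the sex of the mice used for proteomics.

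Among markers of other kidney cells, Wt1 (-0.37) and Cd2ap (-0.38) of 8 podocyte markers were lower, and Eng (0.44) and Egfl7 (0.29) of 12 endothelial markers were higher, and Myh11 (-0.48) was lower and Myl9 (0.35) higher among 10 fibroblast and smooth muscle markers, at an adjusted p under 0.05 from limma. Of 14 distal tubule and collecting duct markers 0 passed in limma, 4 had an unadjusted p under 0.05 and 0 passed by the methods' t-test after adjustment; their median was -0.19 (camera, adjusted p = 0.40), and the list was lower as a group after a repeated quantile normalization (0.027) and after cyclic loess, chosen after seeing the data (0.039). Of 14 proximal tubule markers 0 passed in limma, 2 had an unadjusted p under 0.05 and 0 passed by the methods' t-test after adjustment, with a list median of 0.00. Among lists not described so far none passed camera over all 9 arrays. The immediate early genes came nearest (adjusted p = 0.053) and passed, among other settings, with the replicate block (0.021) and without replicate 2 at 14 weeks (0.012), and the genes of extracellular matrix and fibrosis (adjusted p = 0.074) did without replicate 1 (0.0050) or replicate 2 (0.028) at 96 weeks.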
